A study of Homo sapiens with 14 samples. Its data were reported in "ELF5 Suppresses Estrogen Sensitivity and Underpins the Acquisition of Antiestrogen Resistance in Luminal Breast Cancer" (2012).

How the data were processed

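Affymetrix Human Gene 1.0 ST arrays measured total RNA from 3 breast cancer cell lines in 14 arrays of 6 groups. Per the labels, T47D and MCF7 cells with inducible ELF5-V5 received vehicle or 0.1 µg/ml doxycycline, with the medium changed every 24 h, and HCC1937 cells received transfection reagent alone or with siRNA against ELF5. One label calls the T47D and MCF7 control arrays untreated and others call them vehicle, so whether these cells received the solvent is open. The labels do not give the time of exposure. The deposited values are log2 signals per transcript cluster that the authors made by RMA (background correction, quantile normalization and median polish) with the NormalizeAffymetrixST module of GenePattern. The version of RMA, the annotation used and whether the label batches were normalized together are not stated. Batch 1 holds the HCC1937 arrays and batch 2 the T47D and MCF7 arrays, so batch cannot be told apart from the kind of line, while each line's own comparison lies within a batch. The arrays carry no read depth, and their number limits the precision. No array holds doxycycline without induced ELF5 or a non-targeting siRNA.

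Of 28829 transcript clusters, 19291 were annotated to 1 gene symbol, 1735 to several and 7803 to none. The 18372 genes tested are the symbols with at least 1 cluster of their own. For 682 genes with more than 1 cluster, the cluster with the highest mean over all arrays stood for the gene, and SNHG17 in MCF7 was the only gene of these, in the comparisons of the 3 lines, with clusters called in opposite directions. Positions are not given because the annotation names no genome build. No filter on dim genes was applied. Groups came from the labels, and all 14 value columns were used.

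A linear model with a mean for each of the 6 groups was fitted across all genes with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, 8 residual and 5.13 prior degrees of freedom), so that each arm of 2 arrays borrows the spread of the other groups. The tests are two-sided, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes. The contrasts were induced minus vehicle in T47D and in MCF7, siRNA minus mock in HCC1937, the T47D effect minus the MCF7 effect, and the mean luminal effect minus the mock-minus-siRNA effect of HCC1937. Fold changes are on the log2 scale, with the model's standard error (SE). Values in parentheses after a gene symbol are log2 fold changes. Arrays of the same replicate number in the groups of a line did not vary together (correlations of their deviations from the group means between -0.128 and 0.076), so no replicate block was used. Responses were compared across lines by correlation across genes and by shared calls against the number that independent lists would share (for all 3 lines, given the calls that T47D and MCF7 share).

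Gene lists were tested with camera from limma at a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast. For each list the members that passed were counted over all genes and adjusted over the list alone. In the 3 lines, a list call given without a value for an estimated correlation also passed with that estimate. Over the planned lists in these lines, the lowest camera adjusted p with it was 0.00143 (DNA replication and S phase in T47D). Far smaller values therefore rest on the preset correlation. Of 31 lists, written from general knowledge and from the study, 30 had measured members, and 927 of their 1044 genes were measured. The list of mitochondrially encoded genes had 0 measured members and was not tested. The study named 3 of the lists, 2 of them from its T47D data and 1 partly from these samples. Contrasts, these lists, thresholds, the rule for named genes and the alternatives were fixed before the data were examined, except 1 alternative (a replicate block with the T47D numbers crossed) and 3 further lists, which were added afterwards. Those 3 lists were adjusted among themselves.

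The genes named are ELF5, the 5 largest rises and the 5 largest falls among called genes whose arrays did not overlap between groups, 22 genes chosen in advance, and up to 4 called members with the largest changes from each list (up to 2 members with the largest changes where 0 were called). Among such list members, examples whose call did not depend on a single array were preferred. For the contrasts between lines the 3 largest in each direction were named, without the condition on overlap.

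The alternatives were camera with an estimated correlation, fry (which tests whether a list's genes move, on balance, 1 way), a fold threshold of 1.5, an adjusted p threshold of 0.25 with that fold, q-values by Storey's method, arrays of the compared lines alone, a replicate block, quantile normalization over all arrays, centring on array medians, all clusters or the mean of a gene's clusters, leaving out the dimmest 30% of genes, a variance trend with a robust fit, array weights, and leaving out each array in turn. Where this leaves 1 array in an arm, that array is assumed to vary as the other groups do. The procedure was tested on simulated data in which 200 of 18372 genes were changed, 67 by a log2 change of 0.5, 67 by 1 and 66 by 2. Of the 67 changed by 0.5 it recovered 77.6% in T47D, 68.7% in MCF7 and 94% in HCC1937, and of those changed by 1 at least 98.5%. False calls made up 6.09%, 7.25% and 5.34% of calls. Simulated values varied independently between genes, with the model's own spread for each gene and no array noisier than another. The rates apply only to data of that kind.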

Results

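Gene expression was measured in 3 human breast cancer cell lines on 14 Affymetrix Human Gene ST arrays, each read from total RNA. T47D and MCF7 are luminal lines that express estrogen receptor, and HCC1937 is a basal line. T47D and MCF7 carried a doxycycline-inducible ELF5 gene with a V5 tag, and each line gave 2 vehicle arrays and 2 arrays of cells induced with doxycycline. HCC1937 gave 3 mock-transfected arrays and 3 arrays of cells given siRNA against ELF5. ELF5 is a transcription factor of the ETS family that directs the formation of milk-secreting alveoli in the mammary gland. The median log2 signal of an array lay between 6.334 and 6.366 in HCC1937 and between 6.423 and 6.516 in T47D and MCF7, which the labels place in a different batch. Within a group, arrays correlated at 0.994 to 0.998, and 0 of the 91 pairs of arrays held identical values. No label states that replicates were separate cultures, so the p-values measure the spread between these samples, which may be technical, and the number of arrays limits their precision.

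ELF5 itself was compared first, since it was the gene manipulated. Its signal (transcript cluster 7947481) rose in T47D from 10.36 ± 0.056 to 11.38 ± 0.165 (log2, mean ± SD, n = 2), a 2.02-fold change (log2 1.02, SE 0.126, limma adjusted p = 7.87e-05). In MCF7 it rose from 9.95 ± 0.013 to 11.79 ± 0.036 (n = 2), a 3.59-fold change (log2 1.84, SE 0.126, limma adjusted p = 2.29e-06). In HCC1937 it fell from 8.34 ± 0.246 to 6.58 ± 0.073 (n = 3), to a level 3.4-fold lower (log2 -1.77, SE 0.103, limma adjusted p = 4.06e-06). The probes do not separate the induced transgene from the cells' own ELF5. Before induction the signal was already higher in T47D and MCF7 than in HCC1937 mock arrays, though the batch differs. Among the genes of each array, ELF5 lay at percentiles 94.7 and 94.2 in T47D vehicle arrays and 91 and 91.4 in MCF7 vehicle arrays. In HCC1937 mock arrays it lay at 74.4, 67.7 and 69.6.

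**Figure D1:**
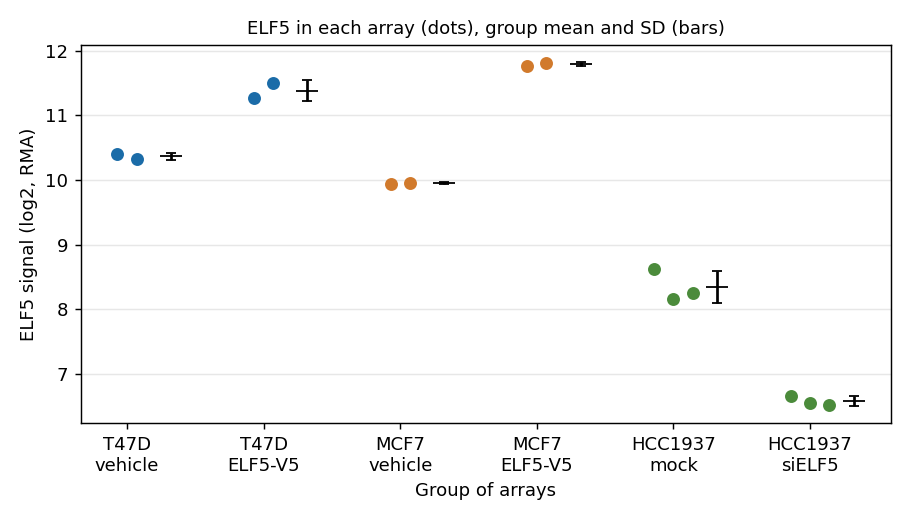
ELF5 signal (vertical axis, log2) in each of the 14 arrays by group (horizontal axis), with dots for arrays and bars for the group mean and SD. Every induced array lay above every vehicle array of its line, and every siRNA array lay below every mock array.

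The T47D comparison asked what forced ELF5 changes in a luminal line. DDIT3, a transcription factor induced by stress, rose most, by 2.83 on the log2 scale or 7.1-fold (SE 0.136, limma adjusted p = 6.2e-08, n = 2 against 2). The next largest rises were of CLGN, a chaperone of the endoplasmic reticulum (ER) (2.78), NIBAN1, a stress-induced protein (2.37), SLC7A11, the cystine transporter (2.26), and DNAJB4, a heat-shock co-chaperone (2.23). The 5 largest falls were all of replication-dependent histone genes, whose transcripts are made in S phase: H2BC14 (-2.11), H2AC4 (-1.84), H1-5 (-1.67), H3C12 (-1.56) and H3C11 (-1.54). Of 18372 genes tested, 4371 changed (23.8%), 2331 up and 2040 down. At 1.5-fold or more, 432 rose and 415 fell. In 57.4% of genes the induced and vehicle arrays did not overlap, where chance gives 33.3%. The count was 2539 without T47D ELF5 replicate 1 and 2145 when the T47D arrays were fitted alone. With each array centred on its median, 2685 of 4102 changed genes rose (65.5%), against 53.3% above.

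Estrogen-induced genes and luminal identity genes fell in T47D. Of 44 measured estrogen-induced genes, 0 rose and 23 fell, or 0 and 27 adjusted over the list alone, with a median log2 change of -0.28 (camera adjusted p = 1.69e-09). The largest falls were of RAPGEFL1 (-1.19), CCND1 (-1.15), which encodes cyclin D1, ELOVL2 (-0.90) and IL17RB (-0.87). Of 30 luminal identity genes, 2 rose and 14 fell, or 2 and 18 adjusted over the list alone, with a median of -0.26 (adjusted p = 3.53e-05), among them the hormone receptors PGR (-0.74) and ESR1 (-0.68), with MYB (-0.71) and AGR3 (-0.69). The pioneer factor FOXA1 (-0.62), the luminal regulator GATA3 (-0.40), the estrogen receptor cofactor GREB1 (-0.49) and RUNX1 (-0.67) fell as well, while the homeobox gene MEIS2 (0.55) rose. Of 12 regulators that the study named, partly from these samples and so not independent evidence, 1 rose and 9 fell, or 1 and 10 adjusted over the list alone (median -0.38, adjusted p = 6.85e-05). XBP1, a transcription factor of secretory cells, fell by 0.24, but its adjusted p reached 0.186 without T47D vehicle replicate 1 or T47D ELF5 replicate 1. MYC measured -0.066 and did not pass (adjusted p = 0.552). Basal markers, of which 3 rose and 4 fell, or 3 and 4 adjusted over the list alone, did not move as a list (median -0.088, adjusted p = 0.394), and the basal keratins KRT5 (-0.13) and KRT14 (0.028) did not pass. Among these markers NGFR (0.94) rose and VGLL1 (-0.54) fell. Nor did the alveolar and milk genes pass (3 rose and 3 fell, or 3 and 3 adjusted over the list alone, median -0.048, adjusted p = 0.864), although LCN2 (0.61), which encodes lipocalin-2, rose and the lipid-synthesis gene FASN (-0.51) and the prolactin receptor PRLR (-0.49) fell.

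Cell-cycle genes fell almost as a block in T47D. Of 49 genes of DNA replication and S phase, 0 rose and 47 fell, or 0 and 48 adjusted over the list alone, with a median of -0.81 (camera adjusted p = 5.83e-39). They included EXO1 (-1.32), the replication initiators MCM10 (-1.26) and CDC45 (-1.17), and cyclin E2 (CCNE2, -1.19). Of 61 genes of G2 and mitosis, 0 rose and 58 fell, or 0 and 59 adjusted over the list alone, with a median of -0.73 (adjusted p = 6.9e-39), among them the proliferation marker MKI67 (-1.07), the mitotic kinase CDK1 (-1.03) and the motors KIF15 (-1.02) and KIF23 (-0.99). Cyclins CCNA2 (-0.80) and CCNB1 (-0.37) fell too, the second not in T47D arrays alone (adjusted p = 0.0508). Of 40 replication-dependent histone genes, 3 rose and 31 fell, or 3 and 32 adjusted over the list alone, with a median of -0.81 (adjusted p = 1.67e-19). With an estimated correlation the camera adjusted p was 0.00143 for replication, 0.00678 for G2 and mitosis and 0.0132 for histones. Among the 22 p53 targets, 10 rose and 1 fell, or 10 and 1 adjusted over the list alone (median 0.11, adjusted p = 0.00211, and adjusted p = 0.0515 with an estimated correlation). Those that rose included the growth-arrest gene GADD45A (1.10), the death receptor TNFRSF10B (0.89) and the stress sensor SESN2 (0.80), whereas the cell-cycle inhibitor CDKN1A measured 0.071 and did not pass (adjusted p = 0.593). SESN2 is also a member of the integrated stress response list below. The arrays do not measure the activity of p53, so this list alone does not show a p53 response.

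Genes of stress and of protein quality control rose in T47D. Of 22 integrated stress response genes, which answer amino-acid shortage and misfolded protein, 15 rose and 1 fell, or 15 and 1 adjusted over the list alone, with a median of 0.49 (camera adjusted p = 2.46e-10). After DDIT3 and SLC7A11, asparagine synthetase (ASNS, 1.13) and the stress regulator NUPR1 (0.98) rose most. Of 16 ER chaperones, 9 rose and 0 fell, or 9 and 0 adjusted over the list alone (median 0.31, adjusted p = 2.04e-07, and adjusted p = 0.0515 with an estimated correlation), led by HERPUD1 (1.20) and DNAJB9 (0.81). Of 18 targets of the antioxidant regulator NRF2, 9 rose and 1 fell, or 9 and 1 adjusted over the list alone (median 0.22, adjusted p = 1.6e-05), among them the glutathione-synthesis gene GCLM (1.23), heme oxygenase (HMOX1, 0.98) and ferritin light chain (FTL, 0.93, but 0.61 without T47D vehicle replicate 2). Of 31 proteasome subunits, 13 rose and 0 fell, or 19 and 0 adjusted over the list alone (median 0.23, adjusted p = 1.15e-07, and adjusted p = 0.1 with an estimated correlation), for example PSMB1 (0.49, but 0.30 without T47D vehicle replicate 2, and not called in T47D arrays alone, adjusted p = 0.0599). Of 46 interferon-response genes, 15 rose and 5 fell, or 19 and 6 adjusted over the list alone (median 0.23, adjusted p = 0.000371, and adjusted p = 0.126 with an estimated correlation), including IFIT2 (1.00, but 0.65 without T47D vehicle replicate 1), PSMB8 (0.92) and IFIH1 (0.78). The 2 T47D vehicle arrays correlated least of any pair within a group (r = 0.9942) and had the lowest array weights (0.543 each). The NF-kB and cytokine list did not pass (4 rose and 0 fell, or 4 and 0 adjusted over the list alone, adjusted p = 0.219, but 0.00245 in fry), and its median of -0.012 differed in sign from its mean of 0.090 and from its test, but NFKB2 (0.98) rose. Of the 9 induced targets that the study named from T47D, which are not independent evidence here, 8 rose and 0 fell, or 8 and 0 adjusted over the list alone (median 0.45, adjusted p = 1.15e-07), with RB1CC1 (0.96), TBRG1 (0.69) and COPS2 (0.46) after DDIT3.

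Adhesion and growth-factor signalling genes were lower in T47D. Of 31 integrin and focal adhesion genes, 0 rose and 11 fell, or 1 and 13 adjusted over the list alone (median -0.14, camera adjusted p = 0.0023, and adjusted p = 0.107 with an estimated correlation), among them TNS3 (-0.88), the laminin chain LAMB1 (-0.57) and the integrin ITGB5 (-0.54). Of 17 genes switched on by ERK signalling, many of them its feedback inhibitors, 0 rose and 12 fell, or 1 and 13 adjusted over the list alone (median -0.45, adjusted p = 2.97e-07), including the phosphatases DUSP6 (-0.80) and DUSP4 (-0.70). Of 35 growth factor receptors and kinases, 6 rose and 13 fell, or 6 and 17 adjusted over the list alone (median -0.17, adjusted p = 0.027, and adjusted p = 0.285 with an estimated correlation), with falls of AKT1 (-0.56), FGFR2 (-0.50) and JAK1 (-0.49). Of 49 mesenchymal genes, 0 rose and 5 fell, or 0 and 4 adjusted over the list alone (median -0.094, adjusted p = 0.027, and adjusted p = 0.126 with an estimated correlation), with fibronectin (FN1, -0.76) and THBS1 (-0.38) among those that fell. VIM (-0.079) and CDH1 (0.045), which encode vimentin and E-cadherin, did not pass. Epithelial junction genes did not pass as a list (1 rose and 4 fell, or 1 and 4 adjusted over the list alone, median -0.027, adjusted p = 0.607, but 0.0304 in fry), but the tight-junction gene CLDN1 (-0.87) and the splicing regulator ESRP2 (-0.60) fell. Of 11 measured repressed targets that the study named from T47D, which are not independent evidence here, 1 rose and 6 fell, or 1 and 7 adjusted over the list alone (median -0.22, adjusted p = 0.0023); GTSE1 (-0.80), KIF11 (-0.76) and KNTC1 (-0.61) fell and FBXO3 (0.42) rose. EGFR, IGF1R, ITGB1 and ILK fell by 0.24, 0.37, 0.29 and 0.33, but without T47D vehicle replicate 2 or T47D ELF5 replicate 1 (or, for all but IGF1R, T47D ELF5 replicate 2) their highest adjusted p was 0.0578, 0.108, 0.114 and 0.185. ILK measured -0.19 without T47D vehicle replicate 2. The growth factor receptor call was lost without T47D vehicle replicate 2 or T47D ELF5 replicate 2 (highest adjusted p = 0.0727), and the mesenchymal call without T47D ELF5 replicate 1 (adjusted p = 0.135) or with quantile normalization over all arrays (0.0921).

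Among the remaining lists in T47D, of 18 cholesterol synthesis genes 9 rose and 3 fell, or 10 and 4 adjusted over the list alone (median 0.22, camera adjusted p = 0.0023, and adjusted p = 0.19 with an estimated correlation). HMG-CoA synthase (HMGCS1, 0.90), MSMO1 (0.92) and SC5D (0.71) rose, and ACAT2 (-0.76) fell. Of 69 oxidative phosphorylation genes 8 rose and 0 fell, or 2 and 0 adjusted over the list alone (median 0.10, adjusted p = 0.0214, and adjusted p = 0.586 with an estimated correlation), for example NDUFC1 (0.66). Of 54 cytosolic ribosomal protein genes 3 rose and 1 fell, or 1 and 0 adjusted over the list alone (median 0.094, adjusted p = 0.0234, and adjusted p = 0.639 with an estimated correlation), for example RPL17 (0.69, but 0.41 without T47D vehicle replicate 2). Of 28 ribosome biogenesis genes 0 rose and 7 fell, or 0 and 8 adjusted over the list alone (median -0.13, adjusted p = 0.0281, and adjusted p = 0.318 with an estimated correlation). Without T47D vehicle replicate 2 the oxidative phosphorylation and cytosolic ribosomal lists turned downward (adjusted p = 0.873 and 0.332), and ribosome biogenesis was lost without that array or T47D ELF5 replicate 2 (highest adjusted p = 0.134). Oxidative phosphorylation was also lost without T47D ELF5 replicate 2 (adjusted p = 0.0634), and both it and the cytosolic ribosomal proteins were lost with quantile normalization over all arrays (0.197 and 0.228), without the dimmest 30% of genes (0.0662 and 0.0801) and in fry (0.244 and 0.308). Ribosome biogenesis was lost with arrays centred on their medians (adjusted p = 0.059). Mitochondrial ribosomal proteins did not pass (9 rose and 4 fell, or 9 and 4 adjusted over the list alone, median 0.077, adjusted p = 0.0671), except without T47D vehicle replicate 1 (adjusted p = 0.00523), with centred arrays (0.0409), in T47D arrays alone (0.047) and with a replicate block (0.0458). Spliceosome genes went both ways (8 rose and 12 fell, or 8 and 12 adjusted over the list alone, median -0.003, adjusted p = 0.87), with SRSF2 (-0.72) and SRSF7 (-0.67) lower and PRPF3 (0.66) and PRPF6 (0.61) higher. Markers of cells that a breast cancer line should not hold did not pass: of 18 leukocyte markers 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 2 at an unadjusted p under 0.05 (median -0.051, adjusted p = 0.497; CD4 -0.29), and of 12 endothelial markers 0 rose and 1 fell, or 0 and 1 adjusted over the list alone (median -0.11, adjusted p = 0.408, but 0.0453 in fry).

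MCF7 was induced in the same way, to ask whether a different luminal line answers ELF5 alike. GLRX, a glutaredoxin, rose most, by 2.10 or 4.29-fold (SE 0.089, limma adjusted p = 7.32e-08, n = 2 against 2), followed by the immune checkpoint ligand VTCN1 (1.94), ELF5, the stress cytokine GDF15 (1.78) and the lysosomal gene LAMP3 (1.76). SNAI2, a repressor of epithelial genes, fell most, by 1.97 or 3.93-fold (SE 0.131, adjusted p = 2.25e-06). The next falls were of the microRNA gene MIR21 (-1.73), whose mature arms the array does not separate, the sialyltransferase ST8SIA4 (-1.56), the noncoding LINC00052 (-1.51) and the small nucleolar RNA SNORD59B (-1.49). How well the extraction kept small RNAs is not stated. In all, 2644 genes changed (14.4%), 997 up and 1647 down, and 149 rose and 320 fell at 1.5-fold or more. Induced and vehicle arrays did not overlap in 57.2% of genes, where chance gives 33.3%. The count was 1312 without MCF7 vehicle replicate 2, 1110 without MCF7 ELF5 replicate 1 and 1414 without MCF7 ELF5 replicate 2.

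Cell-cycle genes fell and stress genes rose in MCF7 too. Of 61 genes of G2 and mitosis, 0 rose and 49 fell, or 1 and 53 adjusted over the list alone, with a median of -0.42 (camera adjusted p = 2.7e-26), including ANLN (-0.76), CKAP2L (-0.72) and the motor KIF18A (-0.72). Of 49 genes of DNA replication and S phase, 0 rose and 36 fell, or 0 and 42 adjusted over the list alone, with a median of -0.33 (adjusted p = 2.41e-21), including the kinase CDC7 (-0.77), RAD51AP1 (-0.75) and CCNE2 (-0.68). For both lists the camera adjusted p was 0.0118 with an estimated correlation. Cyclin CCNA2 (-0.38) fell, and CCNB1 fell by 0.27 but lost its call without any 1 of the 4 arrays, MCF7 vehicle replicates 1 and 2 and MCF7 ELF5 replicates 1 and 2 (highest adjusted p = 0.107). Of 40 replication-dependent histone genes 1 rose and 19 fell, or 1 and 27 adjusted over the list alone (median -0.28, adjusted p = 2.06e-10, and adjusted p = 0.0776 with an estimated correlation), with H3C8 (-0.87) and H1-3 (-0.70) lower and H2BC12 (0.76) higher. Of 22 integrated stress response genes 17 rose and 1 fell, or 18 and 1 adjusted over the list alone (median 0.53, adjusted p = 3.79e-14), led by SLC7A11 (1.28), DDIT3 (1.20) and DDIT4 (0.83). Of 22 p53 targets 10 rose and 1 fell, or 12 and 1 adjusted over the list alone (median 0.29, adjusted p = 2.47e-07), with GADD45A (1.10), the death receptor FAS (0.82) and CDKN1A (0.55) higher and the kinase PLK2 (-0.83) lower. Of 16 ER chaperones 7 rose and 0 fell, or 9 and 0 adjusted over the list alone (median 0.23, adjusted p = 6.13e-06, and adjusted p = 0.13 with an estimated correlation), for example SDF2L1 (0.70) and HERPUD1 (0.70). Of 18 NRF2 targets 8 rose and 2 fell, or 9 and 2 adjusted over the list alone (median 0.22, adjusted p = 0.000581, and adjusted p = 0.0947 with an estimated correlation), with HMOX1 (1.71) higher and UGDH (-0.66) lower.

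Estrogen-induced genes moved both ways in MCF7, with more falls than rises. Of 44 estrogen-induced genes 5 rose and 12 fell, or 5 and 13 adjusted over the list alone (median -0.088, camera adjusted p = 0.0286, and adjusted p = 0.155 with an estimated correlation), with ELOVL2 (-0.88), the chemokine CXCL12 (-0.82) and RAPGEFL1 (-0.72) lower and the trefoil factor TFF1 (0.71) higher. This call was lost without MCF7 vehicle replicate 1 or MCF7 ELF5 replicate 2 (highest adjusted p = 0.0971) and when the dimmest 30% of genes were left out (0.0767). Luminal identity did not pass (3 rose and 6 fell, or 3 and 7 adjusted over the list alone, median -0.074, adjusted p = 0.0816), although AGR2 (-1.10) and TOX3 (-0.49) fell, and it passed without MCF7 vehicle replicate 2 (adjusted p = 0.0355) and in fry (0.00186). The 12 regulators that the study named, partly from these samples and so not independent evidence, did not pass either (1 rose and 3 fell, or 1 and 3 adjusted over the list alone, median -0.12, adjusted p = 0.0544), except without MCF7 vehicle replicate 2 or MCF7 ELF5 replicate 1 (adjusted p = 0.0394 and 0.0258), in MCF7 arrays alone (0.0387), with quantile normalization (0.035) and in fry (0.00201). CCND1 (-0.48) fell. ESR1 fell by 0.31 and MYC rose by 0.23, but each lost its call without MCF7 ELF5 replicate 1 or 2, or without MCF7 vehicle replicate 1 (ESR1) or 2 (MYC), with highest adjusted p of 0.291 and 0.264. ESR1 measured -0.19 without MCF7 vehicle replicate 1. MEIS2 fell by 0.37 but not without MCF7 ELF5 replicate 2 (adjusted p = 0.0575). FOXA1 (-0.13), PGR (-0.10), GATA3 (-0.20), XBP1 (0.11), GREB1 (-0.088) and RUNX1 (-0.12) did not pass. Basal markers (1 rose and 4 fell, or 2 and 4 adjusted over the list alone, median -0.021, adjusted p = 0.916) and alveolar and milk genes (1 rose and 1 fell, or 1 and 1 adjusted over the list alone, median 0.013, adjusted p = 0.942) did not pass as lists, nor did KRT5 (-0.017) and KRT14 (0.11), while VGLL1 (0.67) and LCN2 (0.97) rose and the laminin chain LAMB3 (-0.50) fell. Of the 9 induced targets that the study named from T47D and not from MCF7, 3 rose and 0 fell, or 3 and 0 adjusted over the list alone (adjusted p = 0.66), and the median of -0.082 differed in sign from the mean of 0.12 and the test. Of 11 repressed targets named likewise from T47D, 1 rose and 5 fell, or 1 and 5 adjusted over the list alone (median -0.10, adjusted p = 0.00733, and adjusted p = 0.0804 with an estimated correlation), for example KLF10 (-0.59).

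Adhesion genes fell as a group in MCF7. Of 31 integrin and focal adhesion genes 0 rose and 14 fell, or 0 and 18 adjusted over the list alone (median -0.23, camera adjusted p = 3.74e-08), including TNS3 (-0.71), LAMB1 (-0.68), the integrin-linked kinase ILK (-0.55) and FERMT2 (-0.55). ITGB1, the beta-1 integrin, fell by 0.38 but lost its call without MCF7 vehicle replicate 2 or MCF7 ELF5 replicate 1 (highest adjusted p = 0.0886). Of 35 growth factor receptors and kinases 0 rose and 9 fell, or 0 and 11 adjusted over the list alone (median -0.062, adjusted p = 0.00121, and adjusted p = 0.154 with an estimated correlation), with FGFR2 (-0.88), MET (-0.72) and PIK3R1 (-0.71) lower, while EGFR (-0.046) and IGF1R (-0.10) did not pass. Of 17 ERK feedback targets 1 rose and 6 fell, or 2 and 7 adjusted over the list alone (median -0.15, adjusted p = 0.00808, and adjusted p = 0.136 with an estimated correlation), with EGR1 (-0.88) and the ephrin receptor EPHA4 (-0.57) lower. That call was lost without MCF7 ELF5 replicate 2 (adjusted p = 0.0574). Of 46 interferon-response genes 2 rose and 15 fell, or 4 and 19 adjusted over the list alone (median -0.13, adjusted p = 0.000394, and adjusted p = 0.154 with an estimated correlation), among them SAMD9 (-1.30), IFIT1 (-1.16) and IFI44 (-0.86). Mesenchymal genes did not pass (1 rose and 9 fell, or 2 and 9 adjusted over the list alone, adjusted p = 0.0687), and the median of 0.001 differed in sign from the mean of -0.13 and the test, although SNAI2, the matrix cross-linker LOXL2 (-0.67) and the collagen COL3A1 (-0.86) fell. The list passed without MCF7 vehicle replicate 2 or MCF7 ELF5 replicate 1 (adjusted p = 0.0419 and 0.0471), with quantile normalization (0.0478), without the dimmest 30% of genes (0.0106) and in fry (0.00177). Epithelial junction genes did not pass (1 rose and 2 fell, or 4 and 3 adjusted over the list alone, median -0.003, adjusted p = 0.961), though CLDN1 (-1.28) fell. CDH1 (-0.19) and VIM (0.29) did not pass. The NF-kB and cytokine list did not pass (0 rose and 2 fell, or 0 and 2 adjusted over the list alone, median -0.023, adjusted p = 0.696), though its inhibitor NFKBIA (-0.34) fell.

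Genes of energy and protein production were higher in MCF7, and none of these calls held with an estimated correlation. Of 69 oxidative phosphorylation genes 23 rose and 0 fell, or 36 and 0 adjusted over the list alone (median 0.25, camera adjusted p = 6.44e-11, and adjusted p = 0.165 with an estimated correlation), for example NDUFC1 (0.80) and COX8A (0.60). Of 54 cytosolic ribosomal protein genes 17 rose and 1 fell, or 23 and 2 adjusted over the list alone (median 0.20, adjusted p = 8.93e-09, and adjusted p = 0.284 with an estimated correlation), for example RPS27 (0.62). Of 72 mitochondrial ribosomal protein genes 13 rose and 1 fell, or 13 and 1 adjusted over the list alone (median 0.15, adjusted p = 3.99e-07, and adjusted p = 0.163 with an estimated correlation), for example MRPS12 (0.56). Of 31 proteasome subunits 3 rose and 0 fell, or 3 and 0 adjusted over the list alone (median 0.14, adjusted p = 0.00139, and adjusted p = 0.284 with an estimated correlation), for example PSMB6 (0.60). Of 18 cholesterol synthesis genes 0 rose and 4 fell, or 0 and 4 adjusted over the list alone (median -0.14, adjusted p = 0.0227, and adjusted p = 0.3 with an estimated correlation), including ACAT2 (-0.72) and LSS (-0.52), but not without MCF7 vehicle replicate 1 (adjusted p = 0.13). Ribosome biogenesis (2 rose and 0 fell, or 1 and 0 adjusted over the list alone, median 0.061, adjusted p = 0.117), spliceosome (8 rose and 10 fell, or 8 and 13 adjusted over the list alone, median 0.025, adjusted p = 0.916) and endothelial genes (1 rose and 0 fell, or 2 and 1 adjusted over the list alone, median 0.011, adjusted p = 0.423) did not pass. Leukocyte markers did not pass either (1 rose and 1 fell, or 1 and 1 adjusted over the list alone, adjusted p = 0.999), and their median and mean of -0.019 and -0.020 differed in sign from the test.

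**Figure D2:**
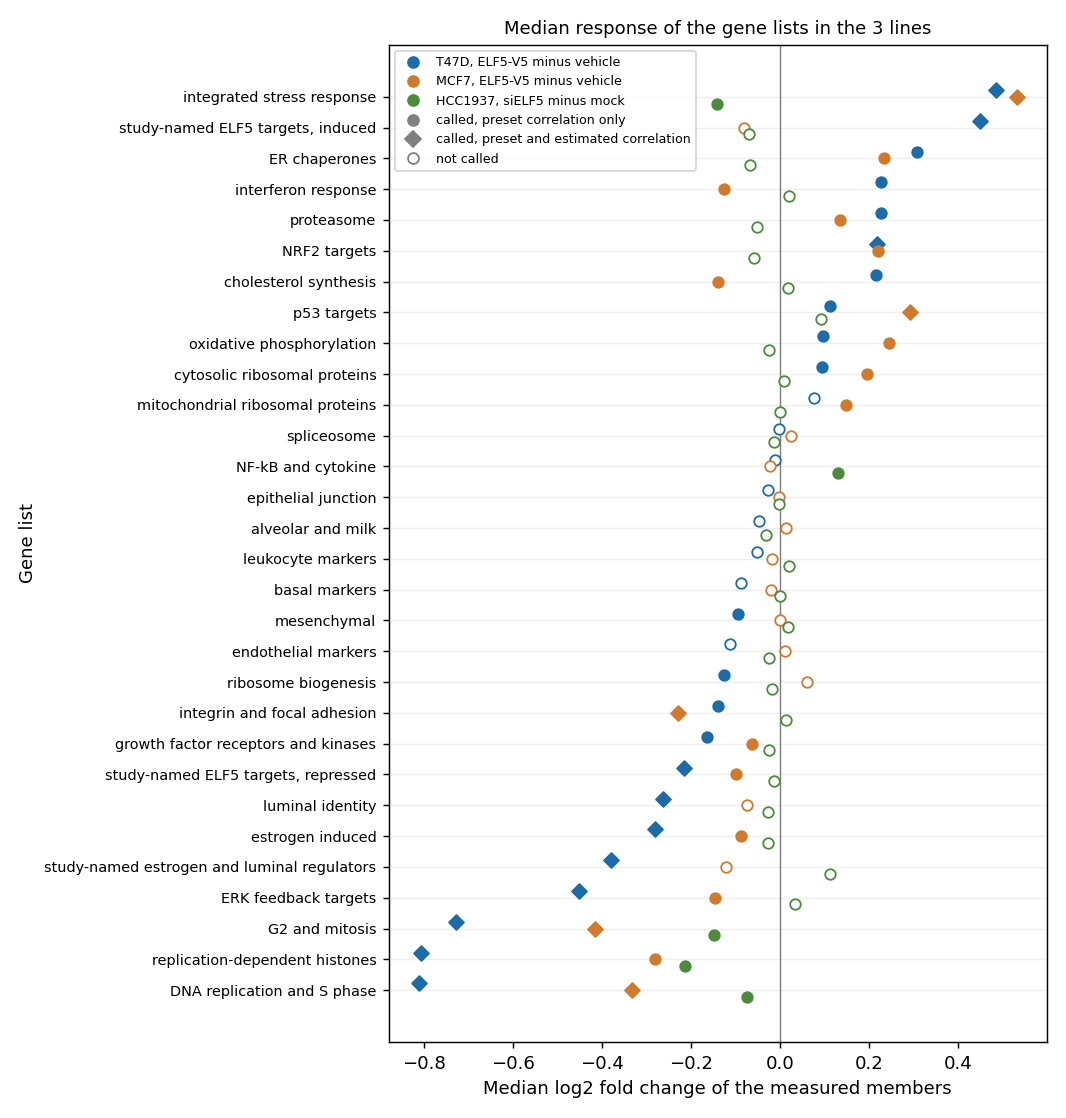
Median log2 fold change (horizontal axis) of the measured members of each of the 30 testable gene lists (vertical axis) in T47D, MCF7 and HCC1937. Filled circles and diamonds passed the list test, diamonds also with an estimated correlation, and open circles did not pass; the cell-cycle and histone lists lay below 0 in all 3 lines, and the integrated stress response lay at 0.49 in T47D, 0.53 in MCF7 and -0.14 in HCC1937.

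The responses of T47D and MCF7 were compared directly through the difference of their log2 fold changes. They overlapped in part. Among all genes the log2 fold changes correlated at Pearson r = 0.340 and Spearman rho = 0.249 across genes, which are not independent replicates, and the lines share no control arrays. Both lines raised 409 genes and lowered 681, where independent lists would share 126 and 183. Opposite calls were made for 88 genes up in T47D and 45 up in MCF7, where 209 and 111 would be shared by chance. The test of the difference passed for 2038 genes, 1257 higher in T47D and 781 lower. This count was 961 without T47D ELF5 replicate 1, 1197 without MCF7 vehicle replicate 2, 1036 without MCF7 ELF5 replicate 1, 1050 without MCF7 ELF5 replicate 2, 927 when HCC1937 was left out of the fit and 1223 with a replicate block. With each array centred on its median, 1348 of 1846 were higher (73%) against 61.7%.

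The largest differences of single genes included genes called in opposite directions in the 2 lines. SAMD9, an interferon-inducible gene, rose in T47D by 0.78 and fell in MCF7 by 1.30 (difference 2.09, SE 0.153, limma adjusted p = 1.42e-05). ARRDC3, an arrestin-domain gene, rose by 1.76 and fell by 0.29 (difference 2.05). MIR21 fell in MCF7 by 1.73 and measured 0.63 in T47D, where it did not pass (difference 2.37). The lowest differences were of VTCN1 (-2.06) and GLRX (-1.91), which rose in MCF7 and measured -0.11 and 0.19 in T47D without passing, and of the dehydrogenase DHRS2 (-1.78), which rose by 1.29 in MCF7 and fell by 0.49 in T47D. DDIT3 rose more in T47D (difference 1.62, adjusted p = 0.000366), and MEIS2 differed by 0.92 (adjusted p = 0.000368). FOXA1 (-0.49), PGR (-0.64), RUNX1 (-0.56), CCND1 (-0.67), CCNA2 (-0.42), XBP1 (-0.35) and CDKN1A (-0.48) were lower in the T47D response. For ESR1 the difference was -0.37 and did not pass (adjusted p = 0.0891).

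As groups, cell-cycle genes fell further in T47D than in MCF7. In the test of the difference, the 49 replication genes had 0 members higher and 29 lower, or 0 and 37 adjusted over the list alone (camera adjusted p = 2.14e-19), and this was the list that kept its call with an estimated correlation (adjusted p = 0.0161). Each of the calls that follow was lost with an estimated correlation, for which an adjusted p is given second. Lower in T47D were G2 and mitosis (0 members higher and 21 lower, or 0 and 30 adjusted over the list alone; adjusted p = 1.55e-11 and adjusted p = 0.059), histones (3 members higher and 20 lower, or 3 and 24 adjusted over the list alone; 5.5e-11 and 0.059) and estrogen-induced genes (0 members higher and 12 lower, or 1 and 19 adjusted over the list alone; 7.45e-05 and 0.059). Lower too were luminal identity (0.0129 and 0.059), ERK feedback targets (0.00415 and 0.0969), ribosome biogenesis (0.00153 and 0.213) and the study-named regulators, which are not independent evidence (0.0047 and 0.059). Higher in T47D were interferon-response genes (21 members higher and 1 lower, or 24 and 2 adjusted over the list alone; adjusted p = 4.2e-08 and adjusted p = 0.059), cholesterol synthesis (8 members higher and 0 lower, or 10 and 1 adjusted over the list alone; 1.27e-05 and 0.0982) and the study-named induced targets, which are not independent evidence (1.84e-07 and 0.059). The 6 other calls were also lost without 1 array. Lower in T47D among them were oxidative phosphorylation (0.00259 and 0.567; 0.365 without T47D vehicle replicate 1, and lost without MCF7 vehicle replicate 2) and cytosolic ribosomal proteins (0.0129 and 0.685; 0.556 and of opposite direction without T47D vehicle replicate 1, and lost without MCF7 vehicle replicate 2). Mitochondrial ribosomal proteins (0.0225 and 0.567), lower as well, reached 0.226 and were lost without T47D vehicle replicate 1, T47D ELF5 replicate 2, MCF7 vehicle replicate 2 or MCF7 ELF5 replicate 1. The proteasome (0.0217 and 0.557), higher in T47D, reached 0.302 and was lost without T47D vehicle replicate 2 or MCF7 vehicle replicate 1. ER chaperones (0.048 and 0.557), also higher, reached 0.226 and were lost without any 1 of 6 arrays, all but T47D vehicle replicate 2 and MCF7 ELF5 replicate 1. NRF2 targets (0.048 and 0.338), higher too, reached 0.0701 and were lost without any 1 of 7 arrays, all but T47D vehicle replicate 1. Both of these were also lost with quantile normalization (0.124 and 0.0551), centred arrays (0.0634 and 0.0514), a replicate block (0.0893 and 0.0557), arrays of the 2 lines alone (0.082 and 0.0655) and without the dimmest 30% of genes (0.109 and 0.135), and the proteasome was lost in the last (0.0632). Fry did not call oxidative phosphorylation (0.189), cytosolic ribosomal proteins (0.382), mitochondrial ribosomal proteins (0.189) or the proteasome (0.091).

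The remaining lists did not differ between T47D and MCF7 past the threshold. Their adjusted p was 0.211 for the integrated stress response, 0.211 for integrins and focal adhesion, 0.438 for growth factor receptors, 0.655 for basal markers, 0.663 for epithelial junctions and 0.655 for the spliceosome. It was 0.422 for the study-named repressed targets, not independent evidence, 0.655 for leukocyte markers and 0.211 for endothelial markers. In 4 lists the median and the mean of the differences lay on opposite sides of 0: alveolar and milk genes (median 0.005, mean -0.032, adjusted p = 0.655), p53 targets (0.001, -0.040 and 0.655), mesenchymal genes (-0.082, 0.014 and 0.663) and the NF-kB and cytokine list (-0.008, 0.12 and 0.207, but 0.00566 in fry). The test followed the mean except for mesenchymal genes, where it followed the median.

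**Figure D3:**
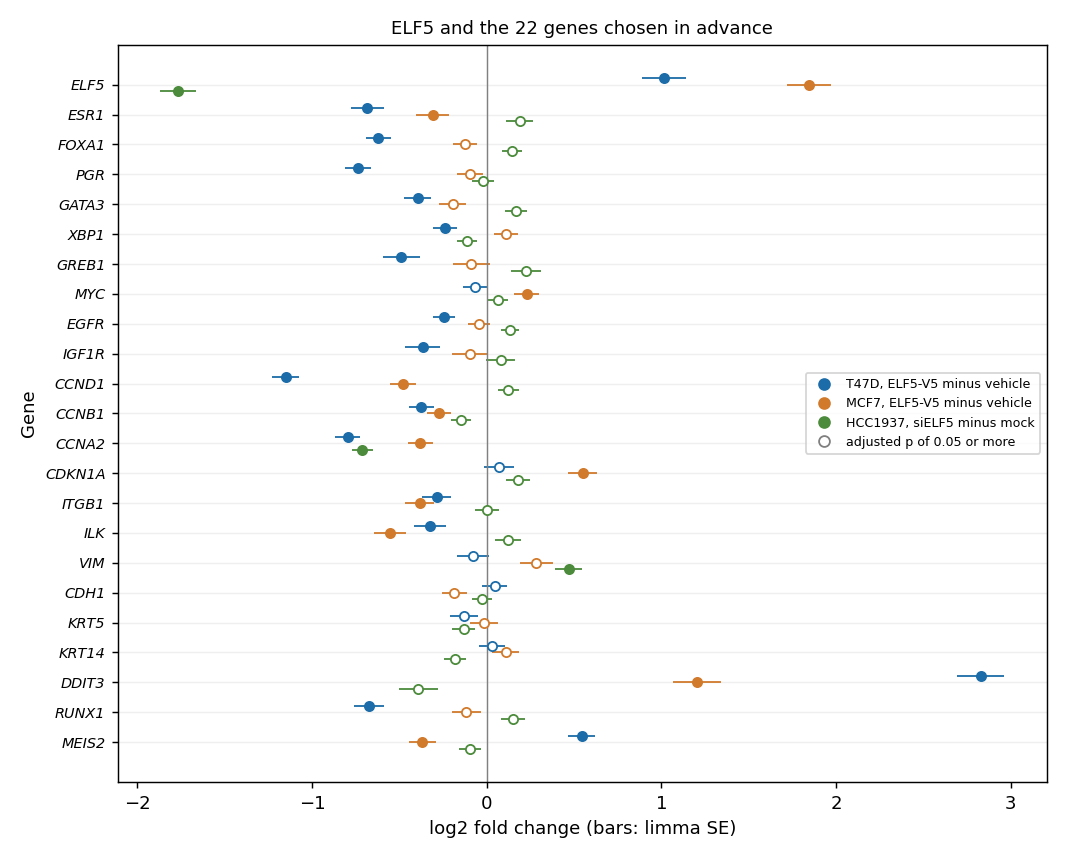
Log2 fold change (axis) of ELF5 and of the 22 genes chosen in advance in T47D, MCF7 and HCC1937, with bars for the standard error. Of the 22 genes, 2 rose and 14 fell in T47D, 3 rose and 7 fell in MCF7, and 1 rose and 1 fell in HCC1937.

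Knockdown in HCC1937 asked the reverse question, what a basal line loses with its own ELF5. After ELF5, the largest falls were of RAD51C, a gene of homologous recombination, by 1.22 or 2.33-fold (SE 0.083, limma adjusted p = 9.29e-06, n = 3 against 3), PCMTD1 (-1.04), the recombination gene MND1 (-0.96) and the calcium-binding SRI (-0.95). Rises were smaller. The largest were of ENPP5 (0.79), the secreted pentraxin PTX3 (0.72), the guidance cue SEMA3A (0.72), the protease inhibitor CST1 (0.69) and the fibronectin-binding integrin ITGA5 (0.67). CST1 lost its call without HCC1937 mock replicate 1 or siELF5 replicate 1 (highest adjusted p = 0.0551). In all, 921 genes changed (5.01%), 341 up and 580 down, and 15 rose and 66 fell at 1.5-fold or more. Groups did not overlap in 25.7% of genes, where chance gives 10%. The count was 530 and 580 without mock replicates 1 and 2, 531, 517 and 510 without siELF5 replicates 1, 2 and 3, and 573 with a replicate block. Mock-transfected cells received no siRNA, so the comparison does not separate loss of ELF5 from other effects of siRNA.

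Cell-cycle and histone genes were lower after knockdown, with medians nearer 0 than after induction in the luminal lines. Of 61 genes of G2 and mitosis 0 rose and 11 fell, or 0 and 23 adjusted over the list alone (median -0.15, camera adjusted p = 1.52e-14, and adjusted p = 0.0837 with an estimated correlation), with cyclin A2 (CCNA2, -0.71), CKS1B (-0.51) and the kinase PBK (-0.49) lower. Of 40 histone genes 0 rose and 7 fell, or 0 and 24 adjusted over the list alone (median -0.21, adjusted p = 1.57e-13, and adjusted p = 0.0837 with an estimated correlation), for example H2AC15 (-0.42) and H3C12 (-0.41). Of 49 replication genes 0 rose and 6 fell, or 0 and 8 adjusted over the list alone (median -0.074, adjusted p = 0.000694, and adjusted p = 0.251 with an estimated correlation), with cyclin E1 (CCNE1, -0.82), GINS1 (-0.73) and CHAF1B (-0.39) lower. Of 22 integrated stress response genes 1 rose and 5 fell, or 2 and 10 adjusted over the list alone (median -0.14, adjusted p = 0.000694, and adjusted p = 0.251 with an estimated correlation), with CEBPB (-0.35), SLC7A11 (-0.34) and the amino-acid transporter SLC7A5 (-0.30) lower, while DDIT3 measured -0.39 and did not pass (adjusted p = 0.0627). Of 20 NF-kB and cytokine genes 5 rose and 0 fell, or 7 and 2 adjusted over the list alone (median 0.13, adjusted p = 0.00155, and adjusted p = 0.0837 with an estimated correlation), including the chemokine CXCL1 (0.51). These were the 5 lists that passed, and 9 passed without mock replicate 2 and 8 without siELF5 replicate 1. Of the 9 other ways to split the 6 arrays into groups of 3, every one also called at least 1 list and 6 called the G2 and mitosis list, with smaller medians (at most 0.087 in size against 0.149). These splits mix mock and siRNA arrays in both groups, so they hold part of any knockdown effect.

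The other lists did not pass in HCC1937, and of the 22 genes chosen in advance only CCNA2 fell and VIM, which encodes vimentin, rose (0.47, adjusted p = 0.00336), while the other 20 did not pass. ESR1 (0.19), FOXA1 (0.14), GATA3 (0.17), KRT5 (-0.13), KRT14 (-0.18) and MYC (0.065) were among the 20. Among estrogen-induced genes 0 rose and 7 fell, or 1 and 9 adjusted over the list alone (median -0.027, adjusted p = 0.0704), for example LRIG1 (-0.48). Among luminal identity genes 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 6 at an unadjusted p under 0.05 (median -0.028, adjusted p = 0.81); TSPAN1 measured 0.24 and FAAH -0.23. Among alveolar and milk genes 0 rose and 2 fell, or 0 and 2 adjusted over the list alone (median -0.032, adjusted p = 0.439), for example FASN (-0.31). For mesenchymal genes 2 rose and 4 fell, or 3 and 4 adjusted over the list alone (median 0.017, adjusted p = 0.595), with ITGA5 higher and caveolin-1 (CAV1, -0.52) and CDH11 (-0.43) lower. For p53 targets 2 rose and 2 fell, or 2 and 2 adjusted over the list alone (median 0.091, adjusted p = 0.062), with FAS (0.54) higher and TP53INP1 (-0.80) lower. For NRF2 targets 1 rose and 4 fell, or 1 and 4 adjusted over the list alone (median -0.058, adjusted p = 0.0619), with the glutathione-synthesis gene GCLC (-0.88) lower, and for the proteasome 0 rose and 2 fell, or 0 and 2 adjusted over the list alone (median -0.052, adjusted p = 0.0619), with PSMA2 (-0.54) lower. Growth factor receptors and kinases (2 rose and 2 fell, or 2 and 4 adjusted over the list alone, median -0.025, adjusted p = 0.16) included falls of MAP2K1 (-0.88) and FGFR3 (-0.69). Interferon-response genes (3 rose and 2 fell, or 3 and 2 adjusted over the list alone, median 0.020, adjusted p = 0.595) included falls of OAS3 (-0.75) and IRF1 (-0.50).

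Some of these lists passed when an array was left out. NRF2 targets passed without mock replicate 2 or siELF5 replicate 1 (adjusted p = 0.0171 and 0.0341), the proteasome without mock replicate 2 or siELF5 replicate 2 (0.0132 and 0.0165), and growth factor receptors and kinases without siELF5 replicate 3 (0.0422). With quantile normalization over all arrays p53 targets passed (0.0479). The lists that the study named, which were not chosen on the HCC1937 arrays, did not pass: the induced targets (0 rose and 2 fell, or 1 and 3 adjusted over the list alone, median -0.069, adjusted p = 0.0619), the repressed targets (1 rose and 2 fell, or 1 and 2 adjusted over the list alone, median -0.014, adjusted p = 0.859) and the regulators (0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 6 at an unadjusted p under 0.05, median 0.11, adjusted p = 0.0619). Of these, the induced targets passed without mock replicate 2, siELF5 replicate 1 or siELF5 replicate 2 (highest 0.0341) or without the dimmest 30% of genes (0.0264), and the regulators without mock replicate 2 or siELF5 replicate 1 (0.0387 and 0.0341). In fry the induced targets (0.0109), the regulators (0.0157), NRF2 targets (0.00791), estrogen-induced genes (0.0129) and growth factor receptors and kinases (0.0213) passed. RB1CC1 (-0.56) and PPP1CC (-0.83) fell.

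Genes of energy metabolism and protein production did not pass in HCC1937. Of 69 oxidative phosphorylation genes 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 5 at an unadjusted p under 0.05 (median -0.025, adjusted p = 0.595), and NDUFB3 measured -0.36. Of 54 cytosolic ribosomal protein genes 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05 (median 0.009, adjusted p = 0.673), and RPL19 measured 0.21. Of 28 ribosome biogenesis genes 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05 (median -0.018, adjusted p = 0.792), and BOP1 measured -0.19. Of 16 ER chaperones 0 rose and 0 fell in limma, or 0 and 0 adjusted over the list alone, with 2 at an unadjusted p under 0.05 (median -0.068, adjusted p = 0.0704), and PDIA4 measured -0.18. Spliceosome genes did not pass (1 rose and 3 fell, or 1 and 4 adjusted over the list alone, median -0.014, adjusted p = 0.595), though LSM6 (-0.89) and SRSF4 (-0.38) fell. Integrin and focal adhesion genes (2 rose and 0 fell, or 2 and 0 adjusted over the list alone, median 0.013, adjusted p = 0.627), ERK feedback targets (2 rose and 1 fell, or 2 and 1 adjusted over the list alone, median 0.034, adjusted p = 0.425) and leukocyte markers (1 rose and 0 fell, or 1 and 0 adjusted over the list alone, median 0.020, adjusted p = 0.349) did not pass, nor did endothelial markers (0 rose and 0 fell in limma, or 1 and 1 adjusted over the list alone, with 3 at an unadjusted p under 0.05, median -0.024, adjusted p = 0.89), of which PECAM1 measured -0.33. In 4 more lists the median differed in sign from the mean or the test. They were basal markers (2 rose and 2 fell, or 2 and 2 adjusted over the list alone, median -0.001, mean -0.004, adjusted p = 0.89, tested upward), epithelial junctions (1 rose and 0 fell, or 2 and 1 adjusted over the list alone, median -0.002, mean 0.008, adjusted p = 0.81, tested upward), mitochondrial ribosomal proteins (0 rose and 2 fell, or 0 and 2 adjusted over the list alone, median -0.001, mean -0.008, adjusted p = 0.95, tested upward) and cholesterol synthesis (2 rose and 1 fell, or 3 and 1 adjusted over the list alone, median 0.017, mean -0.012, adjusted p = 0.81, tested upward). Of the last, the sterol demethylase CYP51A1 (-0.70) fell and MSMO1 (0.39) rose.

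If ELF5 regulated the same genes in basal and luminal cells, knockdown would mirror induction, and that was compared last. Across genes the log2 fold changes of HCC1937 correlated at r = -0.009 with those of T47D and at r = 0.047 with those of MCF7. Leaving out 1 array moved the first between -0.047 and 0.041 and the second between 0.003 and 0.065, and the first was also above 0 with quantile normalization over all arrays (0.003) and without the dimmest 30% of genes (0.008). Genes that rose in both luminal lines and fell with knockdown numbered 20, where chance would give 12.9 among the 409 genes that rose in both, and included CEBPB, SLC7A11, RB1CC1, GCLC and UFM1 besides ELF5. The reverse, lower with induction and higher with knockdown, held for 17 genes (12.6 by chance among the 681 that fell in both), among them the Wnt inhibitor DKK1, CLDN1 and JAK1. More genes, 60, were lower in all 3 lines (21.5 by chance, counted likewise), among them CCNA2, CCNE1, CDC6, BUB1, GINS1 and FASN, and 10 were higher in all 3 (7.59 by chance). T47D and MCF7 each shared more calls with HCC1937 than independent lists would, in every combination of directions. With T47D, 83 were up in both (43.3 for independent lists) and 119 down in both (64.4). Another 112 rose in T47D and fell in HCC1937 (73.6), and 49 did the reverse (37.9). With MCF7 these were 22 (18.5), 113 (52), 33 (31.5) and 64 (30.6). An excess over independent lists thus does not by itself show a mirrored or shared response. None of these overlap counts has a p-value of its own, and the genes named in them were chosen after their values were seen.

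The effect of more ELF5 in each kind of line was then compared, as the mean luminal induction effect minus the mock-minus-siRNA effect in HCC1937. The manipulation, the batch and the ELF5 signal of the control arrays differ along with the kind of line. The effect differed for 3002 genes, 1210 higher with ELF5 in the luminal lines and 1792 lower. NIBAN1 (1.96, SE 0.094, limma adjusted p = 3.64e-07), LAMP3 (1.87) and CLGN (1.79) had the highest differences. WDR76 (-1.61), the replication gene GINS1 (-1.54) and the histone gene H2AC4 (-1.49) had the lowest. Of the genes chosen in advance, CCNA2 (-1.30), CCND1 (-0.69), CCNB1 (-0.47), PGR (-0.44), ITGB1 (-0.33) and ILK (-0.32) were lower and DDIT3 (1.63), VIM (0.57) and CDKN1A (0.49) higher.

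Lists lower with ELF5 in the luminal lines than in HCC1937 were led by the cell cycle. They were G2 and mitosis (camera adjusted p = 5.35e-47), replication and S phase (5.21e-38), histones (2e-27), estrogen-induced genes (5.34e-08), luminal identity (0.00031) and ERK feedback targets (0.000133), all of which also passed with an estimated correlation. The camera adjusted p was then 0.00355 for G2 and mitosis, 0.00161 for replication and 0.00912 for histones. Higher were the integrated stress response (1.57e-08) and p53 targets (2.03e-06), which passed with an estimated correlation too. The calls in the next sentences did not, and an adjusted p with an estimated correlation is given second. Lower were integrins and focal adhesion (0.000197 and adjusted p = 0.0673), growth factor receptors (0.000255 and 0.103) and the study-named repressed targets, not independent evidence (0.00664 and 0.0615). Higher were ER chaperones (8.88e-05 and adjusted p = 0.127), cytosolic ribosomal proteins (4.71e-05 and 0.461), oxidative phosphorylation (0.000197 and 0.451), mitochondrial ribosomal proteins (0.00165 and 0.396), the proteasome (0.00495 and 0.396), the NF-kB and cytokine list (0.00848 and 0.0673) and NRF2 targets (0.0149 and 0.174). The study-named regulators were lower (0.0296 and adjusted p = 0.116) and the induced targets higher (0.0362 and 0.303), and neither is independent evidence. The first was lost without HCC1937 mock replicate 2, HCC1937 siELF5 replicate 1 or MCF7 ELF5 replicate 2 (highest 0.061). The second was lost without any 1 of 6 arrays: HCC1937 mock replicate 2, HCC1937 siELF5 replicates 1 and 2, MCF7 vehicle replicate 1, T47D vehicle replicate 1 and T47D ELF5 replicate 1 (highest 0.083), and without the dimmest 30% of genes (0.0853). Fry did not call cytosolic ribosomal proteins (0.123), oxidative phosphorylation (0.117), mitochondrial ribosomal proteins (0.0738) or the proteasome (0.0501). Lists that did not pass were mesenchymal genes (0.0861, but 0.0317 without HCC1937 mock replicate 1, 0.0383 without T47D ELF5 replicate 2, 0.0284 without the dimmest 30% of genes and 0.00345 in fry), interferon response (0.732), cholesterol synthesis (0.407), ribosome biogenesis (0.572), basal markers (0.737), alveolar and milk genes (0.632), epithelial junctions (0.737) and endothelial markers (0.914). Spliceosome genes (median 0.012, mean -0.039, adjusted p = 0.765) and leukocyte markers (median -0.023, mean 0.012, adjusted p = 0.737) did not pass either, and in both the median differed in sign from the mean and the test.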

Values the study reported

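The study reports a 4-fold induction of ELF5-V5 by doxycycline in T47D cells. Of 641 cell-cycle genes it describes 125 as repressed by ELF5 and 42 as induced. Of 477 estrogen-induced genes it describes 115 as losing expression in response to ELF5-V5.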

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

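The tests in this part that were chosen only after the result was seen are the comparisons with random lists, the size of the G2 and mitosis median over other splits, the luminal change of the genes that fell with knockdown, the share of falls, the stress response members below 0 in HCC1937, the counts of clusters outside the genes tested and the counts of arrays that carry a treatment alone.

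The response to induction differed between T47D and MCF7 in 2038 genes by the test of the difference itself. Among the genes chosen in advance, the log2 difference, T47D minus MCF7, was 1.624 for DDIT3, 0.915 for MEIS2, -0.347 for XBP1, -0.416 for CCNA2, -0.478 for CDKN1A, -0.493 for FOXA1, -0.557 for RUNX1, -0.639 for PGR and -0.672 for CCND1. The camera test of the difference passed for lists with median differences of -0.549 (histones), -0.475 (DNA replication and S phase), -0.321 (study-named regulators), -0.303 (G2 and mitosis), -0.272 (luminal identity), -0.250 (estrogen-induced genes), -0.227 (ERK feedback targets) and -0.174 (ribosome biogenesis). It passed likewise for oxidative phosphorylation (-0.147), cytosolic ribosomal proteins (-0.136), mitochondrial ribosomal proteins (-0.108), the proteasome (0.149), NRF2 targets (0.178), ER chaperones (0.186), cholesterol synthesis (0.299), interferon response (0.396) and study-named induced targets (0.428). With an estimated correlation 1 of these 17 lists passed, DNA replication and S phase. Transcript clusters outside the genes tested, with several symbols or none, also changed. Of 9538 such clusters 582 were called in T47D (6.1%), 426 in MCF7 (4.47%) and 107 in HCC1937 (1.12%).

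Genes of G2 and mitosis were lower in all 3 lines, although ELF5 was raised in 2 of them and lowered in the third; in HCC1937 the call was lost with an estimated correlation (adjusted p = 0.0837). In HCC1937 the list's median of -0.149 lay at percentile 0 of 10000 random lists of like size and signal. That argues against a shift of all genes alike. It adds no separate support for the fall, since camera had already compared the list with other genes. The random lists also lack the correlation among the list's own genes. Without any 1 of the 6 HCC1937 arrays the list stayed lower, with a highest camera adjusted p of 5.56e-11 at the preset correlation of 0.01. The correlation estimated for the list was 0.13, and with it the call failed even with all 6 arrays. These fits therefore cannot decide whether a single array matters. Growth differences between the HCC1937 cultures stay open: 6 of the 9 other splits of the 6 arrays also called the list, with medians of at most 0.087 in size against 0.149. Each of these splits mixes mock and siRNA arrays in both groups and so holds part of any knockdown effect. The splits therefore cannot decide the question. Slower growth from the treatment itself cannot be told apart from an effect of ELF5, because 0 arrays carry doxycycline or siRNA without a change of ELF5. The study reports that T47D and MCF7 cells with an empty vector kept accumulating under doxycycline. That bears on doxycycline alone in those lines, but not on siRNA in HCC1937 or on these transcripts. The study also describes a move of T47D and MCF7 cells from S phase into G1 with ELF5 induction. In HCC1937 it describes slower cell accumulation with ELF5 siRNA than with mock transfection. In T47D and MCF7 it describes a small effect of ELF5 siRNA on cell number, against a control siRNA.

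Knockdown in HCC1937 lowered 65 genes besides ELF5 by 1.5-fold or more. If they answered ELF5 in every line they would tend to rise with induction, but 32 of 65 had a mean luminal change above 0 (exact binomial p = 1), which leaves open genes that answer ELF5 in basal cells alone. That test counts the genes as independent, though all were read from the same arrays. Targets of the siRNA other than ELF5 could account for falls, and 81.5% of the genes changed by 1.5-fold or more fell, but cannot be told apart without another siRNA. Of 10 splits of the 6 arrays, 1 (the real one) gave as many called genes, 921 against a highest other of 0 with limma (906 at an unadjusted p under 0.05, against 3338). For lists, 3 of 10 splits called at least the 5 of the real split, and the highest other called 8, and with 10 splits the share cannot go under 0.1 in either count. The other splits also mix mock and siRNA arrays in both groups. A knockdown effect then adds to the spread within groups and stays in part between them, so neither count shows what unrelated arrays would give.

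Integrated stress response genes rose with induction in T47D and MCF7. The list's median lay at percentile 100 of random lists in both lines, which argues against a shift of all genes alike. It adds no separate support for the rise, since camera had already compared the list with other genes. If the genes followed ELF5 in basal cells too, they would fall with knockdown: of the 13 members higher in both luminal lines, 10 lay below 0 in HCC1937 (exact binomial p = 0.0923, median -0.155), which may reflect such a dependence but does not pass. The binomial test counts these members as independent, though they share the same arrays and the list's estimated correlation was 0.11. Doxycycline without ELF5 cannot be told apart from ELF5, because 0 arrays hold doxycycline-treated cells without induced ELF5.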

How the results depend on the processing

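The replicate block with the T47D numbers crossed was the test here chosen only after the result was seen. Of the alternatives run for the named genes, 3635 results kept their direction and side of the threshold, 454 no longer passed, 21 newly passed and 0 reversed; for lists these numbers were 1929, 127, 41 and 3. With an estimated correlation camera called 11 lists in T47D, 5 in MCF7, 0 in HCC1937 (5 at an unadjusted p under 0.05), 1 for T47D minus MCF7 and 8 for luminal minus basal, against 22, 18, 5, 17 and 20. Fry called 10 lists in HCC1937, and for both tests the cause was not tested. Requiring 1.5-fold left 847, 469, 81, 791 and 698 genes in the same order of contrasts (860, 484, 85, 908 and 719 at an adjusted p under 0.25), since few genes change that much. Fitting the arrays of the compared lines alone, with fewer arrays to estimate the spread, gave 2145 genes in T47D and 927 for T47D minus MCF7. A replicate block gave 573 in HCC1937 and 1223 for T47D minus MCF7, and 4127 in T47D with the numbers crossed; the cause was not tested. Leaving out the dimmest 30% of genes raised the correlation of the T47D and MCF7 responses to 0.396, with fewer genes near background. Leaving out 1 array, with fewer samples, gave 2539 to 3765 genes in T47D, 1110 to 1767 in MCF7, 510 to 662 in HCC1937, 961 to 2444 for T47D minus MCF7 and 2327 to 3342 for luminal minus basal. Leaving out 1 array also gave 5 to 9 lists in HCC1937. It gave ELF5 changes of 0.90 to 1.13 in T47D, 1.82 to 1.87 in MCF7 and -1.86 to -1.63 in HCC1937. It gave correlations of 0.270 to 0.367 between T47D and MCF7, -0.047 to 0.041 between T47D and HCC1937 and 0.003 to 0.065 between MCF7 and HCC1937. The 3 reversals came from leaving out T47D vehicle replicate 2, for oxidative phosphorylation in T47D (adjusted p 1e-06 to 0.873 over the arrays) and cytosolic ribosomal proteins in T47D (1.46e-09 to 0.332), and T47D vehicle replicate 1, for cytosolic ribosomal proteins in T47D minus MCF7 (5.07e-10 to 0.556); the cause was not tested. Under Storey's q-values, all clusters, the mean of clusters, quantile normalization, centring, the filter on dim genes, the trended robust fit and array weights, each count of genes stayed within 1.5 times its reported value. Signal over background limits dim genes.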

Other observations

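The lists of autophagy, zinc finger and small nucleolar RNA genes, and their tests, were chosen only after the result was seen, while the tests along the axis from luminal to basal were planned.

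Autophagy genes rose with ELF5 in both luminal lines. In T47D 24 of 38 measured genes rose and 0 fell, with a median of 0.415 (camera adjusted p = 1.38e-15, and adjusted p = 0.000899 with an estimated correlation), among them GABARAPL1 (1.06), which acts in autophagosome formation, ATG14 (1.02), RB1CC1 (0.96) and the cargo receptor SQSTM1 (0.96). In MCF7 13 rose and 1 fell, with a median of 0.168 (adjusted p = 2.7e-06, and 0.022 with an estimated correlation), including GABARAPL1 (1.02). The rise was larger in T47D (adjusted p = 3.31e-07 for the difference, and 0.0142 with an estimated correlation). In HCC1937 1 rose and 3 fell, and the list did not pass (adjusted p = 0.572).

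Zinc finger (ZNF) genes, mostly transcription factors, rose in T47D. Of 493 measured genes 162 rose and 15 fell, with a median of 0.193 (camera adjusted p = 1.11e-10, and 0.0434 with an estimated correlation), led by ZNF737 (1.31), ZNF568 (1.18), ZNF350 (1.12) and ZNF292 (1.08). In MCF7 20 rose and 31 fell (adjusted p = 0.481), and the difference from T47D passed (adjusted p = 1.67e-10, and 0.0423 with an estimated correlation). In HCC1937 3 rose and 20 fell, with a median of -0.060 (adjusted p = 0.00051, and 0.491 with an estimated correlation). Small nucleolar RNA genes, whose products guide the modification of ribosomal RNA, were lower in MCF7. Of 176 measured, 1 rose and 48 fell, with a median of -0.283 (adjusted p = 1.28e-09, and 0.0805 with an estimated correlation). In T47D 2 rose and 20 fell, with a median of -0.124 (adjusted p = 0.0047, and 0.336 with an estimated correlation), but its groups overlapped. The median deviation of these genes from the mean of the line was 0.156 and -0.014 in T47D vehicle replicates 1 and 2, and -0.150 and 0.005 in T47D ELF5 replicates 1 and 2. In HCC1937 1 rose and 1 fell (adjusted p = 0.229). The study does not state how well its RNA extraction kept such small RNAs, which limits these values.

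The fold change of ELF5 on the arrays of T47D here was 2.02. That is lower than the value quoted from the study above. The array signal does not separate the transgene from the cells' own ELF5, so the assays may differ in what they count.

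ELF5 may move luminal lines toward the expression state of the basal line HCC1937. To test this, the T47D response was correlated across genes with the difference between HCC1937 mock and MCF7 vehicle arrays, and the MCF7 response with the difference between HCC1937 mock and T47D vehicle arrays, so that no array entered both. The correlations were 0.063 and 0.055, below the 0.1 set in advance, and 0.069 and 0.060 without the cell-cycle lists. Genes are not independent replicates, and the axis also holds the difference between batches, so a small movement along it stays open. ELF5 itself was lower in the HCC1937 mock arrays (8.34) than in T47D or MCF7 vehicle arrays (10.36 and 9.95). The study used subtype signatures, a different measure. With them it describes MCF7 with ELF5 as shifting to subtypes that include basal. For T47D it describes a shift to claudin-low and normal-like, not to basal. The correlations here use all genes tested and HCC1937 as the basal end, so they do not test those shifts.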
